A study of Mus musculus with 13 samples. Its data were reported in "EZH2 inhibition remodels the inflammatory senescence-associated secretory phenotype to potentiate pancreatic cancer immune surveillance" (2023).

How the data were processed

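H3K27me3 was measured by CUT&Tag in 13 libraries of KPC1 cells: 2 of cultured cells with vehicle (KPC1 V), 3 with trametinib and palbociclib (KPC1 TP), and 4 each of GFP-positive cells sorted from pancreatic tumors after vehicle (PIP V) or drug treatment (PIP TP). The authors aligned reads to GRCm38 (Ensembl 101) with BWA 0.7.17, processed them with SAMtools 1.9 and removed duplicates with Picard 2.9.0. The authors deposited a table of raw read counts per consensus peak from DiffBind (version 3.6.1 in their processing notes), with no normalization, and whether reads or read pairs were counted is not stated. Even numbers made up from 50.8% (KPC1 TP1) to 87.7% (PIP V3) of the counts above 0. The high shares are as counting both reads of a pair would give, while those in KPC1 TP1 and KPC1 TP2 (51.3%) do not show it, and this was not tested. The authors also called peaks with Genrich 0.6 once per condition with all replicates as input at a q of 0.05, and the deposited peak lists give the −log10 of each peak's q-value. The deposited lists still hold peaks under 1000 bp.

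The count table held 280676 peaks with a median width of 587 bp, of which 278563 passed the low-count filter of edgeR (filterByExpr) and were tested. Genes were tested on the summed counts of the peaks that overlap the gene body with 3000 bp on each side, for protein-coding genes of GENCODE M21 (GRCm38). Of 21938 such genes 17008 had a peak and 16993 were tested. Counts were scaled by TMM and fitted with the quasi-likelihood model of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) over all 13 libraries, with the 4 groups and 2 surrogate variables as terms. The number of surrogate variables was estimated at 3 and capped at 2 (svaseq, sva 3.50.0), which left 7 residual degrees of freedom. The comparisons were KPC1 TP against KPC1 V, PIP TP against PIP V, PIP V against KPC1 V, PIP TP against KPC1 TP, and the interaction of treatment and setting. P-values were adjusted by Benjamini-Hochberg over all peaks or genes of a comparison, and an adjusted p below 0.05 counted as passing. The scaling moves the median log2 fold of all genes, so gene lists are given relative to that median.

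The gene lists were compared with other genes by camera with a preset correlation of 0.01, adjusted over 85 list tests. The mean log2 CPM (prior count 2) of the pro-inflammatory list was compared between groups by an exact permutation test, two-sided, adjusted over the 4 comparisons. Of 26 genes fixed for that list 21 were tested, while *Ccl7*, *Ccl8*, *Cxcl5* and *Vcam1* had no consensus peak within 3000 bp, and *Cxcl11* was not matched. Overlaps of peak lists were computed with bedtools 2.31.1, and figures with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15. The fit was tested on simulated data of 20000 peaks, 200 of them changed. For KPC1 TP against KPC1 V it recovered 5% of 2-fold and 42% of 4-fold changes, with 3 unchanged peaks called. For PIP TP against PIP V it recovered 5% and 44%, with 1 unchanged peak called. The simulated libraries differed only in depth and random spread, with no GC bias or structure of samples, and few peaks were changed. The false calls therefore do not measure the error rate in the real data.

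The groups, the tests, the gene lists, most of the alternative settings and the rule for naming genes were chosen before the data were examined. For each comparison of groups the rule names the 8 protein-coding genes with the largest rise and the 8 with the largest fall among those that passed, with a mean at or above the median and no overlap between the libraries of the groups. Predicted genes (Gm and Rik symbols), olfactory and vomeronasal receptors and families that share reads were passed over, and of genes with the same peaks only the first was named. For the interaction it names 5 each way without the condition on overlap. It adds all members of the pro-inflammatory SASP list and of the loci named by the study, the 2 to 4 members with the smallest p of each other list, and the 3 peaks with the largest rise and fall.

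Libraries held between 1763773 and 51014618 reads in consensus peaks. A group whose libraries all had 0 counts is given a bound from 3 counts over the group: 0.173 CPM in KPC1 V, 0.0382 in KPC1 TP, 0.117 in PIP V and 0.120 in PIP TP. PCR reads without molecular identifiers are not independent molecules, so these floors cover counting error only. If both reads of a pair were counted, the floors would be up to 2 times as high and the folds given as bounds up to 2 times smaller. The alternatives were other scalings, filters and surrogate variables, DESeq2 1.42.0, a replicate block, peaks of at least 1000 bp, peaks within 3000 bp of a start site, leaving out each library, the study's rule for calls (DESeq2 with a threshold on the shrunken log2 fold), thinning all libraries to the smallest total of reads in consensus peaks, and GC offsets. Thinning matched that total alone. The labels name no sequencing batch, date or platform per library, so no batch term was fitted. Of the consensus peaks 192 lay on unplaced scaffolds.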

Results

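H3K27me3, the histone mark that Polycomb repressive complex 2 (PRC2) deposits on silenced chromatin, was mapped by CUT&Tag, in which an antibody directs a transposase to the marked DNA. The 13 libraries were made from KPC1 cells, a mouse pancreatic ductal adenocarcinoma (PDAC) line, and fall into 4 groups. KPC1 V (n = 2) and KPC1 TP (n = 3) are cells cultured for 8 days with vehicle or with T/P, the MEK inhibitor trametinib (25 nM) plus the CDK4/6 inhibitor palbociclib (500 nM). PIP V (n = 4) and PIP TP (n = 4) are GFP-positive tumor cells sorted from tumors grown in the mouse pancreas after 2 weeks of vehicle or T/P (1 and 100 mg/kg, 4 days on and 3 days off). Values below are means ± SD over the libraries of a group, in CPM (counts scaled by library size and TMM factor). The labels number the libraries without naming the animal or culture of origin, so these errors measure the spread between libraries. Log2 folds come from the fit with surrogate variables, so they can differ from the ratio of the CPM means.

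Reads in consensus peaks came to 8900426 in KPC1 V1 and 14458569 in KPC1 V4, and to 49668997, 51014618 and 9741418 in KPC1 TP1, TP2 and TP4. PIP V1, V2, V3 and V5 held 13211880, 5054032, 1763773 and 3370208 reads. PIP TP1, TP3, TP4 and TP5 held 3748152, 8809367, 5006691 and 3688670. The 1% of peaks with the highest mean took 39.2% ± 6.51 of the reads in KPC1 V, 31.0% ± 1.14 in KPC1 TP, 28% ± 2.29 in PIP V and 23.5% ± 4.41 in PIP TP. Across peaks, which are not independent replicates, log2 CPM of replicates correlated with a median r of 0.891 in KPC1 V, 0.933 in KPC1 TP, 0.649 in PIP V and 0.686 in PIP TP. Between groups the median r was 0.826 for KPC1 V with KPC1 TP, 0.602 for PIP V with PIP TP, 0.634 for KPC1 V with PIP V and 0.499 for KPC1 TP with PIP TP. The first principal component (39.2% of the variance) placed the 5 KPC1 libraries between −455 and −390 and the 8 PIP libraries between 28.6 and 467. The second (14% of the variance) placed PIP V3 at 636 and the other 12 libraries between −163 and 169, and the second surrogate variable of the main fit was 0.915 in PIP V3 and between −0.238 and 0.057 in the others. Libraries also differed by base composition with the setting: in the highest of 20 GC bins of peaks, mean log2 CPM relative to all libraries lay between −1.18 and −0.54 in KPC1 and between 0.25 and 1.00 in PIP.

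**Figure D1:**
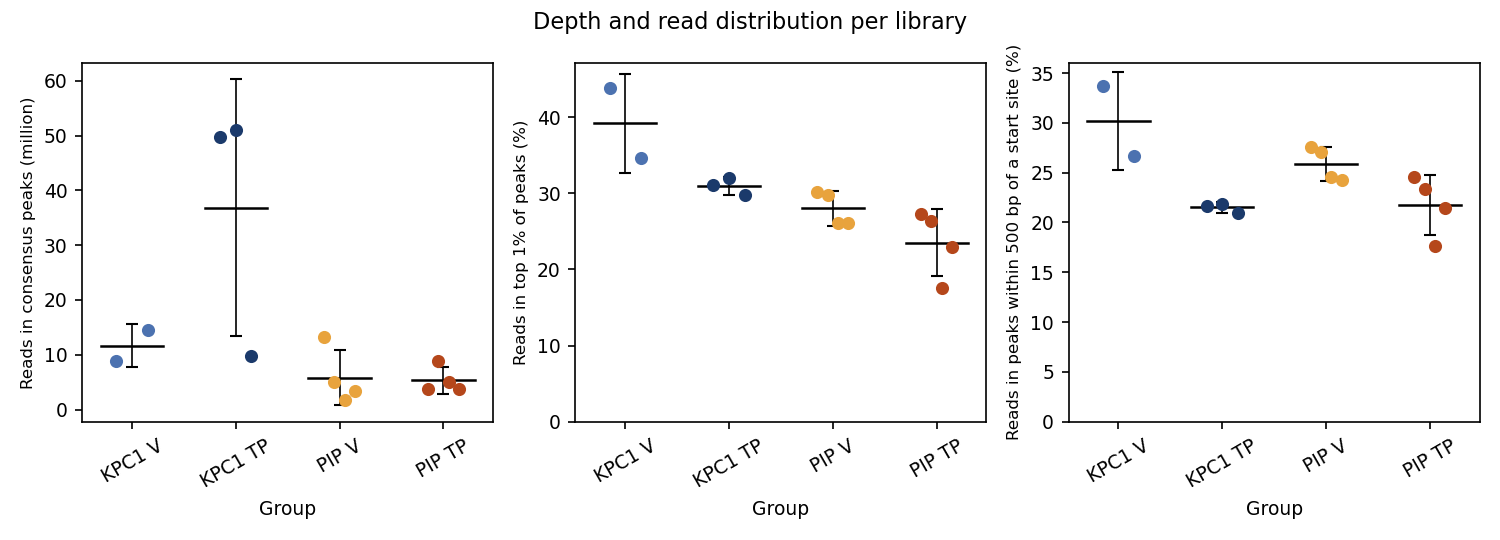
Reads in consensus peaks, share of reads in the 1% of peaks with the highest mean (%), and share of reads in peaks within 500 bp of a transcription start site (%), by group. Points are libraries, lines are group means and bars are SD (n = 2, 3, 4 and 4), and reads ran from 1763773 in PIP V3 to 51014618 in KPC1 TP2.

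The first comparison asked where T/P changed H3K27me3 in cultured cells. The largest fall among the named genes was at *Enah*, which encodes an actin regulator (ENSMUSG00000022995.16, chromosome 1, 181896384 to 182019990, GRCm38), from 8.73 ± 3.62 CPM in KPC1 V to 0.298 ± 0.258 in KPC1 TP (log2 fold −4.98, SE 0.535, adjusted p = 1.94e-10). Counts also fell at *Cyp1b1*, a cytochrome P450 gene, from 43.3 ± 7.89 to 1.68 ± 0.369 CPM (log2 fold −4.68, SE 0.292, adjusted p = 5.64e-18), and at the fatty acid elongase gene *Elovl7* (log2 fold −4.62). Also among the largest falls were the genes of gremlin and noggin, both secreted BMP antagonists: *Grem1* went from 61.4 ± 20.4 to 3.46 ± 3.41 CPM (log2 fold −4.31) and *Nog* from 121 ± 25.8 to 7.42 ± 2.41 CPM (log2 fold −3.93). *Cpeb3*, *Gxylt2* and *Igfbp7* completed the largest falls (log2 folds −4.10, −4.08 and −3.72). The largest rise among the named genes was at *Hmga1*, the gene of a chromatin architecture protein (ENSMUSG00000046711.16, chromosome 17, 27556497 to 27563674), from 1.89 ± 0.230 to 31.8 ± 1.76 CPM (log2 fold 3.95, SE 0.364, adjusted p = 2.68e-12). Rises followed at the urea transporter gene *Slc14a1* (3.71), the formin gene *Fmn2* (3.70), *Kif12* (3.56), the ephrin receptor gene *Epha6* (3.22), *Nek11* (3.21), *Gpr149* (3.20) and the homeobox gene *Irx4* (3.20). In all, 5512 of 16993 genes passed the threshold, 2115 higher and 3397 lower in KPC1 TP, and the median log2 fold of all genes was −0.34. The fall at *Cyp1b1* and the rise at *Hmga1* are among the genes drawn in the plot of CPM per library.

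**Figure D2:**
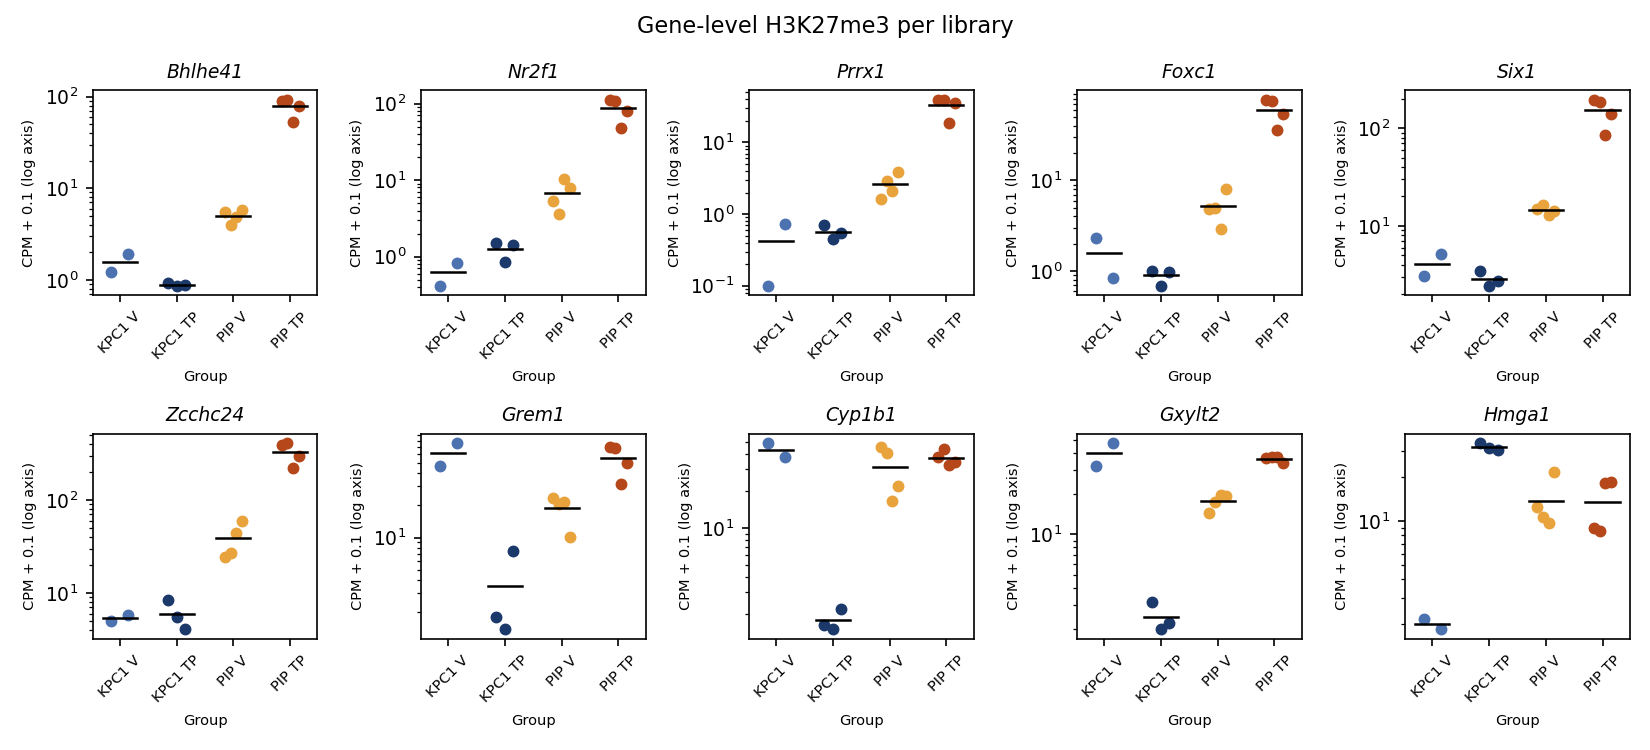
H3K27me3 counts over 10 named genes (CPM plus 0.1, log axis) by group, where points are libraries and lines are group means (n = 2, 3, 4 and 4). *Bhlhe41* rose from 4.92 to 78.3 CPM between PIP V and PIP TP, whereas *Cyp1b1* fell from 43.3 to 1.68 CPM between KPC1 V and KPC1 TP.

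Gene lists fixed before the data were examined were compared with all other genes by camera, and list medians below are relative to the median of all genes. Counts adjusted over the list alone are given where they differ from those over all genes. With an estimated correlation in place of the preset 0.01, each camera call of the main fit named below had adjusted p = 0.996. Of 39 *Hox* cluster genes, which PRC2 silences in most differentiated cells, 3 rose, 24 fell and 12 did not pass in KPC1 TP (4 and 25 adjusted over the list alone), and the relative median was −0.55 (camera, adjusted p = 0.00604). Genes near the same peak share its counts, and the estimated correlation between *Hox* members was 0.827. Here and below, *Hox* counts are therefore not counts of independent genes. *Hoxb9* and *Hoxb8* fell by 1.54 and 1.51 on the log2 scale. Without KPC1 V1 that call ended, at a relative median of −0.55 and adjusted p = 0.0716, the highest of 22 alternatives whose lowest was 5.45e-05. None of the other lists passed camera in this comparison. Of 59 developmental PRC2 targets, 13 rose and 17 fell (13 and 19 adjusted over the list alone; relative median 0.05, adjusted p = 0.975), with *Lhx1* at −2.25 and *Gata3* at 1.92. Mesenchymal and EMT genes held 1 rise, at *Gli2* (1.85), and 9 falls, including *Acta2* (−1.60) and *Snai1* (−1.25), among 21 (relative median −0.43, adjusted p = 0.212). RAS-MAPK feedback genes held 2 rises, at *Etv4* (3.18) and *Spry4* (3.27), and 0 falls among 17 (0.37, adjusted p = 0.385). Of 16 cell cycle inhibitor and senescence genes, 3 rose and 2 fell, with *Igf2* at 1.59 and *Cdkn1a*, the p21 gene, at −1.38 (−0.53, adjusted p = 0.972). E2F and proliferation genes held 0 rises and 3 falls among 21, led by *Mcm7* (−3.02) and *Mki67* (−1.52) (−0.19, adjusted p = 0.68).

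Of 20 pro-angiogenic and matrix SASP genes, 1 rose and 4 fell in KPC1 TP, among them *Igfbp7* (−3.72) and the growth factor gene *Pdgfb* (−2.04), at a relative median of −0.16 (adjusted p = 0.533). NK ligand and antigen presentation genes held 3 rises and 3 falls among 18 (0.60, adjusted p = 0.544), such as *Fas* (−1.19) and the peptide transporter gene *Tap2* (0.90). Interferon and cGAS-STING genes held 3 rises and 4 falls among 18 (0.17, adjusted p = 0.655), with *Oas2* at 1.35 and *Isg15* at −0.96. Acinar and islet genes held 5 and 6 among 24 (7 and 8 adjusted over the list alone; 0.29, adjusted p = 0.759), including *Ins2* (1.59) and *Rbpjl* (−1.58). Duct and epithelial genes held 3 and 9 among 31 (0.22, adjusted p = 0.972), including the trefoil gene *Tff1* (2.9) and the tight junction gene *Ocln* (−1.07). Immune cell markers held 5 and 6 among 27 (5 and 7 adjusted over the list alone; 0.07, adjusted p = 0.702), including *Laptm5* (2.2) and *Itgam* (−1.02). Fibroblast and stellate markers held 5 and 5 among 15 (0.47, adjusted p = 0.358), including *Pdgfrb* (−1.73) and *Postn* (1.72). Endothelial markers held 4 and 3 among 15 (0.30, adjusted p = 0.411), including *Erg* (2.61) and *Sox18* (−1.65), and housekeeping genes 0 and 2 among 15 (−0.20, adjusted p = 0.762), at *Rps18* (−1.97) and *Ppia* (−2.52). *Areg*, *Plaur*, *Tnfrsf10b*, *Rsad2*, *Ier3* and *Agr2* had 0 counts in KPC1 V. With such genes at the bound that 3 counts allow, the relative medians of the angiogenic, NK, interferon, RAS-MAPK and duct lists were −0.44, 0.45, 0.10, 0.30 and 0.21. In the cell cycle list the median lay below the median of all genes, while the mean lay above it and camera pointed up.

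At pro-inflammatory SASP genes, the cytokines and chemokines that senescent cells secrete, T/P lowered H3K27me3 in culture at 7 of 21 tested genes and raised it at 1 (2 higher and 8 lower adjusted over the list alone). *Il18* fell from 85.0 ± 19 to 20.7 ± 4.06 CPM (log2 fold −2.12, SE 0.258, adjusted p = 5.33e-09) and *Ccl2*, a monocyte chemoattractant, from 1.18 ± 0.776 to 0.143 ± 0.157 CPM (log2 fold −2.79, SE 0.839, adjusted p = 0.00782). *Icam1*, *Cxcl9*, *Cxcl10*, *Il1a* and *Tnf* fell by 1.00, 0.86, 0.86, 0.76 and 0.58 on the log2 scale. Gene counts include flanking peaks, and the peak with most reads lay outside the gene at some members. At *Tnf*, *Cxcl10*, *Cxcl16* and *Csf3* it overlapped another protein-coding gene. At *Il12b*, *Il1b*, *Ccl5*, *Ccl20*, *Csf2*, *Il15* and *Il6* it lay in a flank without such an overlap. *Il12b* rose from 22.1 ± 5.74 to 57.5 ± 1.65 CPM (log2 fold 1.38, SE 0.261, adjusted p = 3.33e-05). As a set, however, the list did not pass against other genes (relative median −0.43, camera, adjusted p = 0.68), and the relative median was −0.70 without KPC1 V1 and 0.18 without KPC1 V4. The mean log2 CPM over the list was 1.64 ± 0.324 in KPC1 TP and 2.05 ± 0.409 in KPC1 V (exact permutation test, two-sided, p = 0.5, where 0.1 is the smallest the design allows). Calls held under each alternative run at *Il18* and *Il12b*, but ended at *Ccl2* without KPC1 V4 (log2 fold −1.93), at *Cxcl9* and *Icam1* without KPC1 V1 (−0.76 and −0.86), at *Il1a* with total counts (−0.73), at *Il1a* and *Tnf* without KPC1 V4 (−0.49 and −0.39), at *Tnf* without PIP V2 (−0.59) or PIP TP5 (−0.58), and at *Cxcl10* without KPC1 V1 (−0.77) or KPC1 TP4 (−0.57). Without surrogate variables the calls at *Cxcl10*, *Il1a* and *Tnf* ended (−0.89, −0.70 and −0.63), and with only peaks within 3000 bp of a start site those at *Il1a* and *Tnf* (−0.55 and −0.33). Thinning all libraries to the same total of reads in consensus peaks ended the calls at *Cxcl10* and *Icam1* with surrogate variables (−0.76 and −1.13) and without them (−0.82 and −1.10), and without them that at *Il1a* (−0.93). Calls appeared at *Cxcl16* with DESeq2 (−1.18), with median-of-ratios factors (−1.19), without KPC1 V4 (−1.32) and after thinning with and without surrogate variables (−2.38 and −2.41), at *Il12a* with DESeq2 (−1.03), with median-of-ratios factors (−1.03), with GC offsets (−1.11) and without KPC1 TP4 (−0.93), KPC1 V1 (−1.23), PIP TP3 (−0.97) or PIP TP4 (−0.87), and at *Il1b* with only peaks within 3000 bp of a start site (0.88) and without KPC1 V4 (1.16) or PIP TP4 (0.76). Of 5 loci that the study named from these samples, *Ccl7* and *Ccl8* had no consensus peak within 3000 bp. Of the other 3, *Ccl2* and *Cxcl10* fell and *Ccl5* did not pass (log2 fold 0.73), also adjusted over the list alone (camera, adjusted p = 0.544), which is not independent evidence.

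In culture 47154 of 278563 peaks passed, 30949 higher and 16205 lower in KPC1 TP, and 44428 of them changed over 2-fold. Of the lower peaks 17.3% lay within 500 bp of a start site, against 4.50% of the higher and 5.98% of all tested peaks. Among the lower peaks with the largest folds was the one over the start of *Gxylt2*, a xylosyltransferase gene (chromosome 6, 100704070 to 100705858), at 28.8 ± 6.77 CPM in KPC1 V and 0.527 ± 0.141 in KPC1 TP. An intergenic peak on chromosome 17 (79743511 to 79744389) went from 4.68 ± 0.311 to 0.0384 ± 0.0333 CPM. The largest fitted rise among the named peaks, at an intergenic peak on chromosome 19 (59734325 to 59735015), was at least 24.5-fold, since no KPC1 V library had a count there. This bound and those below take each count as a separate fragment. The share of called peaks that were higher (65.6%) was 46.6% with median-of-ratios size factors, 47.3% with GC offsets, 44.9% by the study's rule for calls and 62.8% with total counts, so the balance of direction turned. The number of calls was 25815 without KPC1 V4, 27603 without KPC1 V1, 30179 without KPC1 TP2, and 13027 with all libraries thinned to the read total of the smallest. At *Nek11*, only peaks within 3000 bp of a start site gave a log2 fold of −2.04 that did not pass.

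The same question was asked in tumor cells from the pancreas. *Bhlhe41*, the gene of a bHLH repressor of the circadian clock (ENSMUSG00000030256.11, chromosome 6, 145858243 to 145865558), rose from 4.92 ± 0.814 CPM in PIP V to 78.3 ± 18.4 in PIP TP (log2 fold 3.98, SE 0.247, adjusted p = 8.82e-18). The orphan nuclear receptor gene *Nr2f1* rose from 6.72 ± 2.97 to 86.8 ± 30.0 CPM (log2 fold 3.87) and *Prrx1*, a homeobox gene of mesenchyme, from 2.51 ± 0.988 to 33.1 ± 9.75 CPM (log2 fold 3.77, SE 0.346, adjusted p = 3.81e-12). *Foxc1* rose from 5.09 ± 2.16 to 60.6 ± 19.8 CPM (3.51), *Six1* from 14.5 ± 1.54 to 151 ± 50.5 CPM (3.33) and *Zcchc24* from 38.5 ± 16.6 to 329 ± 85.9 CPM (3.15), with *Gkap1* (3.19) and *Six4* (3.15) beside them. Under the rule for naming genes by their fold, the largest falls were smaller, from *St3gal6*, a sialyltransferase gene (log2 fold −2.08, SE 0.315, adjusted p = 1.02e-06), over *Lin7a* (−1.98), the sodium pump subunit gene *Atp1b2* (−1.97), the potassium channel gene *Kcna3* (−1.93), *Arxes1* (−1.87), *Car10* (−1.87) and *Enpp4* (−1.86), to the LIM homeobox gene *Lhx8* (−1.85). The calls at *Arxes1* (−0.61) and *Enpp4* (−1.13) ended after thinning with surrogate variables. In total 3140 of 16993 genes passed, 1304 higher and 1836 lower in PIP TP, with a median log2 fold of −0.14 over all genes. The balance turned with median-of-ratios factors (1735 higher and 1576 lower) and with DESeq2 (1929 and 1783), and with GC offsets 1063 were higher and 3256 lower.

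Mesenchymal and EMT genes rose as a set in PIP TP: 4 of 21 rose, 1 fell and 16 did not pass (6 and 1 adjusted over the list alone), at a relative median of 0.53 (camera, adjusted p = 0.00454). *Twist2* rose from 16.7 to 114 CPM (log2 fold 2.85, SE 0.238, adjusted p = 2.29e-13), *Wnt5b* from 96.2 to 324 CPM (1.72) and *Zeb2* from 2.72 to 11.1 CPM (2.12), whereas *Foxc2* fell (−0.65). Immune cell markers, genes of cells that a gate on GFP should exclude, held 5 rises and 3 falls among 27 (5 and 4 adjusted over the list alone; relative median 0.27, adjusted p = 0.269), with *Laptm5* at 1.13 and *S100a9* at −1.55. Fibroblast and stellate markers held 3 and 1 among 15 (4 and 3 adjusted over the list alone; 0.38, adjusted p = 0.212), with *Col6a3* at 1.76 and *Tcf21* at −1.42. Endothelial markers held 2 and 3 among 15 (0.21, adjusted p = 0.544), with *Tie1* at 1.48 and *Fli1* at −0.85. The immune list passed without PIP TP4 (0.46) and after thinning with surrogate variables (0.78), but not after thinning without them. *Hox* genes fell as a set, with 0 rises and 25 falls among 39 (28 falls adjusted over the list alone, relative median −0.47, adjusted p = 2.03e-06), such as *Hoxd8* (−0.97) and *Hoxd12* (−0.85). With the estimated correlation of 0.827 between its members the *Hox* list did not pass (camera, adjusted p = 0.996). Developmental PRC2 targets went both ways, with 8 rises and 25 falls among 59 (9 and 29 adjusted over the list alone; −0.27, adjusted p = 0.0318): *Six1*, *Eomes* (2.19) and *Gata3* (2.14) rose, and *Gsc* (−1.84) fell. That call ended without PIP TP4 (−0.04) and without PIP V1 (−0.24), without surrogate variables (−0.26), and with only peaks within 3000 bp of a start site (−0.23). Thinning with surrogate variables ended both calls, at relative medians of 0.27 for these targets and 0.24 for *Hox* genes, and thinning without them kept both. The mesenchymal call was kept in 21 of 22 alternatives, which do not include the estimated correlation, and ended with a replicate block (0.635).

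Duct and epithelial genes held 2 rises and 11 falls among 31 in PIP TP (2 and 12 adjusted over the list alone; −0.11, adjusted p = 0.308), led by the pancreas regulator gene *Pdx1* (−1.63) and the junction genes *Cldn7* (−1.41) and *Ocln* (−1.39). Acinar and islet genes held 2 and 8 among 24 (3 and 9 adjusted over the list alone; −0.08, adjusted p = 0.425), with the acinar regulator gene *Ptf1a* at −1.21 and *Neurod1* at −1.2. Pro-angiogenic and matrix SASP genes held 3 and 2 among 20 (0.11, adjusted p = 0.972), with *Pdgfb* at −1.40 and *Pdgfa* at 0.80. Interferon and cGAS-STING genes held 3 rises and 0 falls among 18 (0.19, adjusted p = 0.271): *Tmem173*, which encodes STING, rose from 5.11 to 24.2 CPM (2.19), *Cgas* from 20.1 to 40.2 CPM (1.01), and *Ifit2* from 7.29 to 13.8 CPM (0.94). NK ligand and antigen presentation genes held 0 and 1 among 18, at the MHC class I gene *H2-D1* (−0.95) (0.03, adjusted p = 0.972). Cell cycle inhibitor and senescence genes held 1 and 1 among 16, at *Cdkn1c* (0.65) and *Trp53* (−2.41) (0.11, adjusted p = 0.972). E2F genes held 0 and 2 among 21, at *Mcm7* (−1.56) and *Bub1* (−0.81), and 0 adjusted over the list alone (−0.18, adjusted p = 0.504). No RAS-MAPK feedback gene of 17 and no housekeeping gene of 15 passed in edgeR, with 1 each at an unadjusted p under 0.05, *Egr1* and *Ppia* (0.38, adjusted p = 0.406, and −0.08, adjusted p = 0.585). For the NK and cell cycle lists camera pointed down while the relative median was above 0, and the mean of the cell cycle list lay below the median of all genes.

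Pro-inflammatory SASP genes held 0 rises and 3 falls among 21 by edgeR in PIP TP against PIP V, also adjusted over the list alone. *Il1a* fell from 11.8 ± 1.17 to 6.21 ± 2.02 CPM (log2 fold −1.03, SE 0.258, adjusted p = 0.00238), *Il18* from 14.3 ± 2.65 to 8.76 ± 3.50 CPM (−0.84, SE 0.24, adjusted p = 0.0077) and *Cxcl9* from 50.5 ± 17.9 to 33.3 ± 6.97 CPM (−0.66, SE 0.213, adjusted p = 0.0209). The list did not pass against other genes (relative median −0.06, camera, adjusted p = 0.544). Nor did its mean log2 CPM pass between groups, at 2.34 ± 0.204 in PIP TP and 2.58 ± 0.188 in PIP V (exact permutation test, two-sided, p = 0.143). No locus named by the study passed in edgeR, over all genes or over the list alone, nor in DESeq2, with 1 at an unadjusted p under 0.05 (*Ccl2* −1.43, *Cxcl10* −0.32, *Ccl5* −0.57; relative median −0.43, camera, adjusted p = 0.411), although *Ccl2* passed with GC offsets (−1.70). The call at *Cxcl9* ended without PIP V1 (−0.49), V2 (−0.66), TP1 (−0.64) or TP4 (−0.54), and that at *Il18* without PIP V2 (−0.73) or TP1 (−0.55). Without surrogate variables both ended (−0.62 and −0.71), and the call at *Il1a* ended with only peaks within 3000 bp of a start site (−0.77). Thinning with surrogate variables ended the calls at *Il1a* (−1.49), *Il18* (−1.38) and *Cxcl9* (−0.27), thinning without them those at *Il1a* (−0.82) and *Il18* (−0.71), and GC offsets that at *Cxcl9* (−0.52). A rise at *Il12a* (0.71) passed with DESeq2 (0.79), with only peaks within 3000 bp of a start site (0.74) and without KPC1 V1 (0.73), KPC1 V4 (0.72), KPC1 TP4 (0.74), PIP TP4 (0.87) or PIP V5 (0.87). A fall at *Icam1* passed with GC offsets (−0.67) and with only peaks within 3000 bp of a start site (−0.75), and 1 at *Cx3cl1* after thinning with surrogate variables (−2.28).

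In the pancreas 19597 of 278563 peaks passed, of which 10812 were higher and 8785 lower in PIP TP, with 16973 changed over 2-fold. Lower peaks lay within 500 bp of a start site in 19.4% of cases and higher peaks in 7.23%. A peak within 3000 bp of *Foxc1* (chromosome 13, 31802962 to 31804193) rose from 0.155 ± 0.222 to 7.17 ± 3.48 CPM, and one in *Plppr1* (chromosome 4, 49212514 to 49213055) at least 17.4-fold from 0 counts. The largest fitted fall among the named peaks, at an intergenic peak on chromosome 5 (4124460 to 4124840), was at least 7.42-fold, to 0 counts in PIP TP. The share of higher peaks (55.2%) was 65.5% with median-of-ratios size factors, 59.1% with total counts and 74.2% by the study's rule for calls. The balance turned with GC offsets (44.4%), with peaks of at least 1000 bp (48.6%) and without PIP V3 (43.4%) or PIP TP3 (44.8%). The count was 11905 without PIP V1, 12074 without PIP V2, 12760 without surrogate variables and 2808 after thinning.

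**Figure D3:**
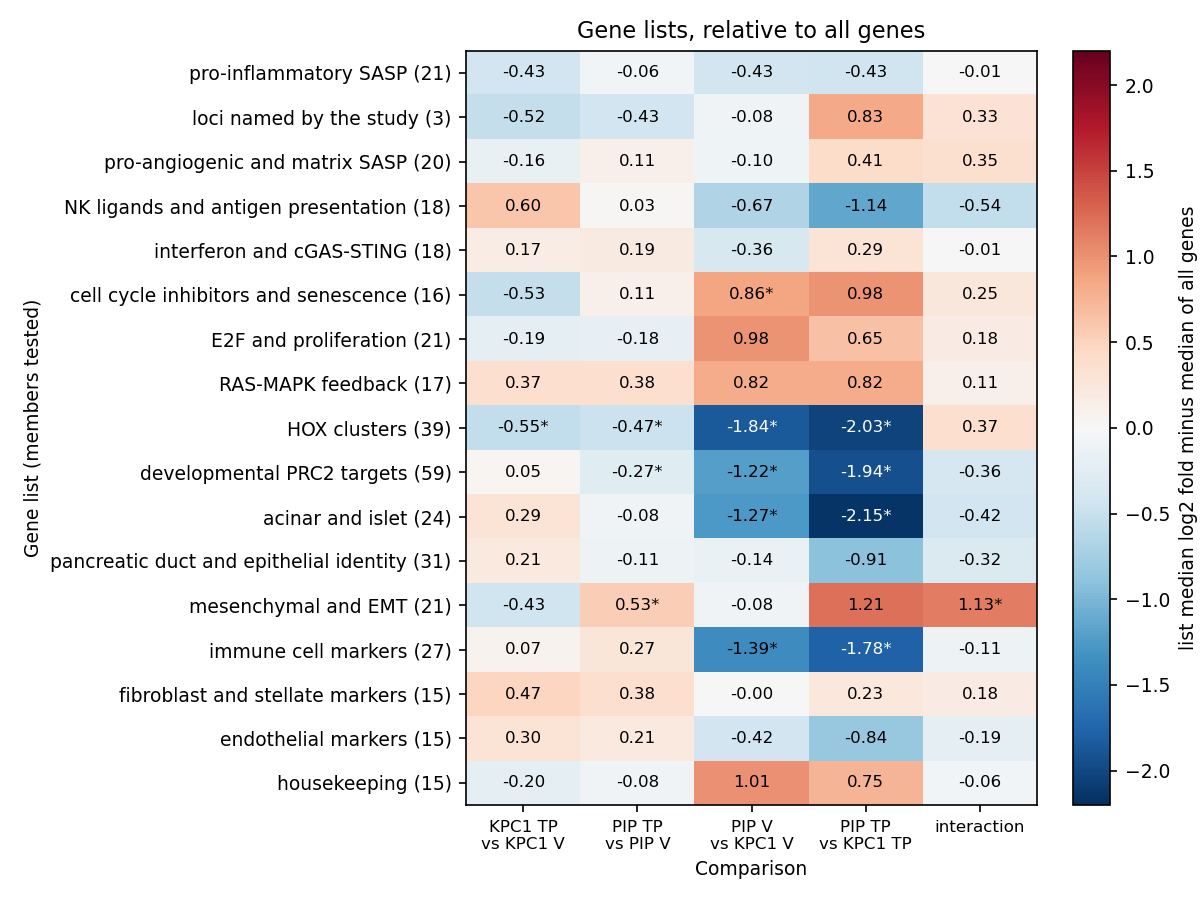
Median log2 fold of each fixed gene list minus the median of all genes, by comparison, where numbers beside list names are members tested and asterisks mark camera adjusted p below 0.05. The mesenchymal and EMT list stood at 0.53 in PIP TP against PIP V and at 1.13 in the interaction, and *Hox* genes were below other genes in the 4 group comparisons. In each of these 4 the first group also had the lower mean share of reads in the 1% of peaks with the highest mean.

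Whether T/P acted differently in the pancreas than in culture was tested as an interaction, the log2 fold in PIP minus that in KPC1. The BMP antagonist gene *Grem1* differed by 5.93 (SE 0.447, adjusted p = 6.21e-15): it fell in culture and rose from 18.9 ± 5.95 to 55.0 ± 18.4 CPM in the pancreas. *Enah* (6.20, SE 0.646, adjusted p = 2.11e-10), the activin antagonist gene *Fst* (5.59) and *Gxylt2* (5.17) likewise fell in culture and rose in the pancreas, whereas *Cyp1b1* (4.88) fell in culture and did not pass in the pancreas (0.21). In the opposite direction, *Gpr149* (−4.55), the cadherin gene *Cdh11* (−4.06) and the axon guidance receptor gene *Robo2* (−3.86) rose in culture and fell in the pancreas, and *Fmn2* (−4.60) and *Hmga1* (−4.09) rose in culture and did not pass in the pancreas. In all, 3594 genes passed, 1727 higher and 1867 lower, with a median of 0.21 over all genes. With median-of-ratios factors 3091 were higher and 1314 lower, and with DESeq2 3582 and 1458. With GC offsets they were 2152 and 1871, and the share of higher genes (48.1%) was also above 50% without KPC1 V4 (60.7%), KPC1 TP1 (58.3%), KPC1 TP2 (54.2%), PIP V1 (55.8%), PIP V5 (51.5%), PIP TP1 (53.4%), PIP TP3 (59.0%) or PIP TP4 (51.1%).

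The mesenchymal and EMT list differed most between the settings, with 9 genes higher and 1 lower of 21 (10 and 1 adjusted over the list alone; relative median 1.13, camera, adjusted p = 0.00149), including *Wnt5b* (2.28), *Twist2* (3.05) and *Snai1* (1.86), with *Gli2* lower (−2.17). Leaving out *Tcf4*, at or under the floor in both KPC1 groups, the relative median was 1.25. A replicate block ended the call on this list (relative median 1.36). None of the other lists passed in the main fit. Of pro-inflammatory SASP genes 2 were higher and 2 lower, *Il12a* (1.53) and *Il18* (1.27) and *Il12b* (−1.47) and *Il1b* (−1.17), and the list did not pass against other genes (−0.01, camera, adjusted p = 0.972). Nor did any locus the study named pass in edgeR or DESeq2, with 0 at an unadjusted p under 0.05 (0.33, camera, adjusted p = 0.972). The call at *Il12a* ended without KPC1 V4 (1.03). Thinning with and without surrogate variables ended the calls at *Il12a* (0.81 and 0.91), *Il18* (1.02 and 1.57) and *Il1b* (−1.17 and −1.07). At *Il1b* it ended without KPC1 V1 (−0.81), KPC1 TP1 (−1.06), KPC1 TP2 (−1.09), PIP V1 (−0.96), PIP V2 (−1.11), PIP TP1 (−1.06), PIP TP3 (−1.01) or PIP TP5 (−1.07), and under DESeq2 (−0.84), median-of-ratios factors (−0.83), total counts (−1.10) or no surrogate variables (−1.10). Calls appeared at *Icam1* with DESeq2 (0.96) and median-of-ratios factors (0.97) and at *Tnf* with DESeq2 (0.79) and median-of-ratios factors (0.80). Angiogenic SASP genes held 3 and 1 (0.35, adjusted p = 0.411), with *Igfbp7* at 2.94. NK and antigen presentation genes held 1 and 1 (−0.54, adjusted p = 0.544), at *Fas* (1.09) and *Ulbp1* (−1.62). Interferon genes held 2 and 4 (6 and 4 adjusted over the list alone; −0.01, adjusted p = 0.96), with *Tmem173* at 2.67 and *Gbp2* at −1.57. Cell cycle genes held 1 and 2 (0.25, adjusted p = 0.893), with *Cdkn1a* at 1.49, and RAS-MAPK genes 0 and 2 (0.11, adjusted p = 0.785), at *Etv4* (−2.95) and *Spry4* (−3.16).

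*Hox* genes held 4 and 8 in the interaction (17 and 9 adjusted over the list alone; 0.37, adjusted p = 0.893) and developmental PRC2 targets 5 and 17 (9 and 20 adjusted over the list alone; −0.36, adjusted p = 0.19), with *Six1* at 3.80 and *Irx1* at −3.50. The *Hox* list passed after thinning with surrogate variables (1.19) but not without them, and the PRC2 list with GC offsets (−0.29) and without KPC1 V1 (−0.44) or PIP TP1 (−0.53). Acinar and islet genes held 2 and 5 (−0.42, adjusted p = 0.385), with *Rbpjl* at 1.34 and *Chga* at −1.43. Duct genes held 2 and 6 (3 and 7 adjusted over the list alone; −0.32, adjusted p = 0.395), with *Pdx1* at −1.96. Immune markers held 2 and 3 (4 and 4 adjusted over the list alone; −0.11, adjusted p = 0.981), fibroblast markers 4 and 4 (6 and 4; 0.18, adjusted p = 0.972), with *Pdgfrb* at 2.71, and endothelial markers 2 and 3 (−0.19, adjusted p = 0.68), with *Erg* at −2.39. Housekeeping genes held 1 and 0, at *Rps18* (2.09), and 0 adjusted over the list alone (−0.06, adjusted p = 0.993). No E2F gene of 21 passed in edgeR (0.18, adjusted p = 0.981), with 2 at an unadjusted p under 0.05, *Foxm1* (−2.98) and *Mki67* (1.16). With genes at 0 in KPC1 V at their bound, the relative medians of the angiogenic, interferon, RAS-MAPK, duct and fibroblast lists were 0.40, 0.09, 0.08, −0.20 and 0.25. The mean of the cell cycle, E2F, RAS-MAPK, *Hox* and fibroblast lists and of the loci named by the study lay below the median of all genes while the list median lay above it. For the pro-inflammatory SASP and interferon lists camera pointed up while the relative median was below 0.

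At the peak level 27182 interactions passed, 9051 higher and 18131 lower in the pancreas, a share of 33.3% higher that was 58.6% with median-of-ratios size factors, 59.4% with DESeq2, 60.3% by the study's rule for calls, 61.4% at a mean count of at least 20 and 56.2% after thinning, so the balance turned. The count was 15589 without KPC1 V4, 16880 without KPC1 TP2 and 6879 after thinning. Between the 2 settings, which share no library, 2181 peaks were higher and 2030 lower in both, against 1201 and 511 if independent, as were 334 and 732 genes against 162 and 367. In opposite directions, 909 peaks were higher in culture and lower in the pancreas and 649 the reverse, against 976 and 629, as were 268 and 239 genes against 229 and 261. Whether features easier to call in both settings made part of this overlap was not tested. Across genes, which are not independent replicates, the log2 folds in culture and pancreas correlated with r = 0.23, and across peaks with r = 0.137.

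**Figure D4:**
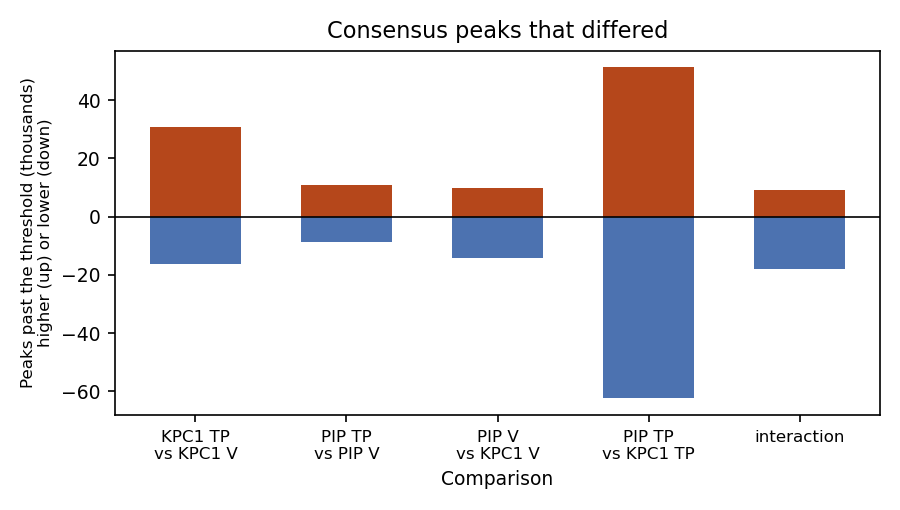
Consensus peaks past the threshold in each comparison. Bars up are peaks higher in the first group or, for the interaction, in the pancreas, and bars down are lower, from 10812 and 8785 in PIP TP against PIP V to 51286 and 62429 in PIP TP against KPC1 TP.

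The next comparison asked whether H3K27me3 differed between vehicle-treated tumor cells and vehicle-treated cultured cells. Under the rule for naming genes by their fold, the largest rise was at *Timd2* (ENSMUSG00000040413.15, chromosome 11, 46668960 to 46707061), from 0.820 ± 1.16 CPM in KPC1 V to 23.5 ± 6.27 in PIP V (log2 fold 4.12, SE 0.499, adjusted p = 4.41e-08), where KPC1 V1 had 0 counts. *Slc14a1* rose from 0.407 ± 0.319 to 6.51 ± 2.72 CPM (3.98), the homeobox gene *Dlx1* from 0.590 ± 0.0609 to 9.90 ± 4.94 CPM (3.86) and the Rho GTPase gene *Rhoj* from 0.681 ± 0.0679 to 9.79 ± 1.04 CPM (3.70), followed by *Klhdc8a* (3.67), *Gkap1* (3.65), *Taco1* (3.62) and *St5* (3.61). Falls were led by *Bnc2*, a zinc finger gene, from 28.2 ± 9.63 to 5.87 ± 2.02 CPM (log2 fold −2.97, SE 0.451, adjusted p = 2.44e-06), and by *Il18* (−2.87), *Fam227b* (−2.72), the double-stranded RNA sensor gene *Tlr3* (−2.33), *Tfec* (−2.31), *Pde3b* (−2.30), *Tex11* (−2.26) and *Sectm1a* (−2.24). With only peaks within 3000 bp of a start site the calls at *St5* (3.79) and *Tlr3* (−0.76) ended, and with thinning and surrogate variables that at *Taco1* (2.74). Of 16993 genes 6375 passed, 4553 higher and 1822 lower in PIP V, but the balance turned with GC offsets per library, to 1602 higher and 2665 lower. The median log2 fold of all genes was 0.80, and it was 0.96 with median-of-ratios size factors, 1.37 with total counts and 0.15 with GC offsets per library.

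*Hox* genes were lower in PIP V, at 1 rise and 29 falls among 39 (1 and 31 adjusted over the list alone; relative median −1.84, camera, adjusted p = 6.04e-15), with *Hoxc4* at −1.50 and *Hoxc6* at −1.49. That call was kept in all 20 alternatives, which do not include the estimated correlation of 0.827 (camera, adjusted p = 0.996). Developmental PRC2 targets held 14 rises and 18 falls among 59 (14 and 22 adjusted over the list alone; −1.22, adjusted p = 0.00156), with *Eomes* at 2.81, *Bmp7* at 2.2 and *Sox1* at −1.73, a call that ended without KPC1 V1 (−1.12). Acinar and islet genes held 1 and 10 among 24 (−1.27, adjusted p = 0.00155), with *Mafb* at −1.34 and *Cela1* at 1.27. Immune cell markers held 2 and 12 among 27 (−1.39, adjusted p = 9.28e-05), with *S100a9* at −1.58 and *Cd3g* at −1.60. Whether other cell types among the sorted cells contributed to the falls on these 2 lists was not tested, here or after T/P. Thinning with surrogate variables ended the calls on the PRC2, acinar and immune lists (−0.44, −0.55 and −0.59), and thinning without them kept all 3. Cell cycle inhibitor and senescence genes held 6 rises and 0 falls among 16 (0.86, adjusted p = 0.0479), with *Hmga1* at 2.18 and *Id1* at 2.63, but the call was kept in only 4 of 20 alternatives (highest adjusted p = 0.437) and ended on leaving out each of 10 single libraries. RAS-MAPK feedback genes held 10 and 0 among 17 (0.82, or 0.71 with *Ier3* and *Phlda1* at their bound, adjusted p = 0.0714), with *Dusp4* at 2.14 and *Epha2* at 2.06. That list passed without surrogate variables (1.27), with only peaks within 3000 bp of a start site (0.80) and without KPC1 TP1 (0.80), KPC1 TP2 (0.81), PIP TP3 (0.92), PIP TP4 (1), PIP V1 (1.17) or PIP V2 (0.84). E2F genes held 8 and 0 among 21 (8 and 1 adjusted over the list alone; 0.98, adjusted p = 0.269), with *E2f1* at 2.55 and *Ezh2*, the PRC2 methyltransferase gene, at 4.43. Angiogenic SASP genes held 6 and 2 among 20 (−0.10, adjusted p = 0.981), with *Timp2* at 1.79 and *Pdgfb* at −1.15. NK and antigen presentation genes held 5 and 3 among 18 (5 and 4 adjusted over the list alone; −0.67, adjusted p = 0.655), with *H2-T23* at 2.68 and *Fas* at −0.90. Interferon genes held 4 and 0 among 18 (−0.36, adjusted p = 0.981), with *Irf1* at 3.24 and *Tmem173* at 1.69.

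Duct and epithelial genes held 8 rises and 5 falls among 31 in PIP V (−0.14, adjusted p = 0.442), with the E-cadherin gene *Cdh1* at 3.10 and *Cftr* at −1.57. Mesenchymal and EMT genes held 5 and 1 among 21 (4 and 1 adjusted over the list alone; −0.08, adjusted p = 0.981), with *Twist2* at 2.05 and *Thy1* at −0.78. Fibroblast markers held 4 and 1 among 15 (0.00, adjusted p = 0.96), with *Col6a3* at 1.93 and *Postn* at −1.41. Endothelial markers held 7 and 2 among 15 (−0.42, adjusted p = 0.993), with *Flt1* at 2.68, and housekeeping genes 4 and 0 among 15 (1.01, adjusted p = 0.212), with *Gapdh* at 1.84 and *Actb* at 2.5. For the angiogenic, NK, interferon, mesenchymal and fibroblast lists and for the loci named by the study, the mean lay above the median of all genes while the list median lay below it.

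Pro-inflammatory SASP genes split between the settings. *Csf1*, a macrophage growth factor gene, was higher in PIP V (5.23 ± 2.49 against 0.522 ± 0.292 CPM; log2 fold 2.65, SE 0.647, adjusted p = 0.00137), as were *Csf3* (2.39) and *Icam1* (1.21). *Il18* (log2 fold −2.87, SE 0.314, adjusted p = 5.13e-09), *Il1a* (−1.9) and *Cxcl9* (−1.50) were lower, and 15 of 21 did not pass by edgeR, also adjusted over the list alone. The list did not pass against other genes (relative median −0.43, camera, adjusted p = 0.724). Mean log2 CPM over the list was 2.58 ± 0.188 in PIP V and 2.05 ± 0.409 in KPC1 V (exact permutation test, two-sided, p = 0.133, where 0.0667 is the smallest the design allows). No locus named by the study passed in edgeR, while 1, *Ccl5*, had an unadjusted p under 0.05 and passed in DESeq2 (camera, adjusted p = 0.928). *Ccl2* stood at 2.47 ± 0.615 against 1.18 ± 0.776 CPM, *Cxcl10* at 19.1 ± 6.15 against 27.2 ± 1.29 CPM and *Ccl5* at 1.97 ± 1.2 against 0.0455 ± 0.0644 CPM. *Ccl5* passed with DESeq2 (3.82), with median-of-ratios factors (3.82), with total counts (4.18), without surrogate variables (4.77) and without KPC1 TP4 (3.50), PIP TP1 (3.90), PIP TP3 (3.78), PIP TP4 (3.79), PIP V1 (4.28) or PIP V2 (3.92). The mean of *Ccl5* in KPC1 V lay under the floor of 0.173 CPM, so the sizes of these folds are uncertain. *Csf2* passed with DESeq2 (1.68), with median-of-ratios factors (1.77) and without PIP TP3 (1.8), PIP TP4 (1.87) or PIP V1 (1.84), and *Cx3cl1* with DESeq2 (1.65), with median-of-ratios factors (1.82) and without KPC1 TP1 (1.63), KPC1 TP2 (1.58), PIP TP1 (1.60), PIP TP3 (1.89), PIP TP4 (1.99), PIP V1 (1.85), PIP V2 (1.95), PIP V3 (1.66) or PIP V5 (1.67). With total counts *Csf2* (2.15), *Cx3cl1* (2.19), *Cxcl16* (1.46) and *Tnf* (0.74) passed. *Cxcl16* also passed without KPC1 V1 (1.45) or PIP TP1 (1.32), *Il6* without PIP TP3 (−3.18) or PIP TP4 (−2.80), and *Il12b*, with only peaks within 3000 bp of a start site, in the opposite direction (1.54). With GC offsets the calls at *Csf3* (1.55) and *Icam1* (0.46) ended, and the window of 3000 bp around start sites ended that at *Csf3* (1.18). The calls at *Csf1* (4.76), *Csf3* (1.88) and *Cxcl9* (−0.91) ended after thinning with surrogate variables, whereas without them these were kept and *Cx3cl1* (2.68), *Il12a* (1.58) and *Tnf* (0.84) passed. Without surrogate variables alone *Csf2* (1.97) and *Cx3cl1* (2.55) passed.

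**Figure D5:**
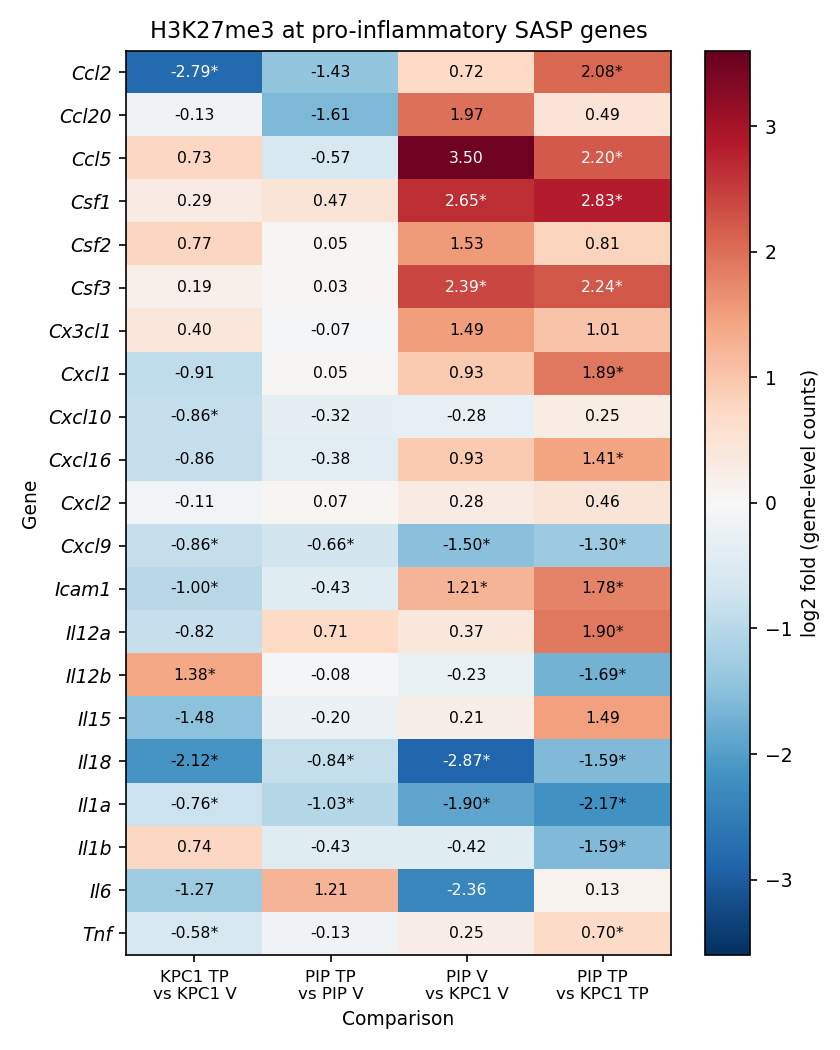
Log2 fold of H3K27me3 counts at the 21 pro-inflammatory SASP genes tested, by comparison, where asterisks mark edgeR adjusted p below 0.05. Counts include peaks in the 3000 bp on each side of a gene. *Ccl2* stood at −2.79 in KPC1 TP against KPC1 V and at 2.08 in PIP TP against KPC1 TP, and *Il18* was lower in the first group of each comparison, while the fold of *Ccl5* in PIP V against KPC1 V rests on 0.0455 CPM in KPC1 V.

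Of 278563 peaks 24045 passed between vehicle groups, 9855 higher and 14190 lower in PIP V, with 23560 changed over 2-fold. Higher peaks lay within 500 bp of a start site in 21.8% of cases and lower peaks in 5.62%, and their median GC content was 54.0% against 46.4%. A peak over the start of *Trim39* (chromosome 17, 36270725 to 36271930) was at least 27-fold higher in PIP V, at 4.68 ± 0.623 CPM. A peak in *Large1* (chromosome 8, 73166566 to 73166787) was lower, at 0.0966 ± 0.117 against 3.39 ± 0.997 CPM. The share of higher peaks (41.0%) was 50.2% with median-of-ratios size factors and 79.9% with total counts, so the balance turned with the scaling, and it was 29.3% with GC offsets. By the study's rule for calls it was 55.5%, with 12290 higher and 9842 lower. It also turned without KPC1 V1 (59.5%), KPC1 TP1 (54.7%) or KPC1 TP2 (55.0%). The count was 5737 without KPC1 V4, 13036 without KPC1 V1, 41069 without PIP TP4, 59032 without surrogate variables and 2185 after thinning, and the count of genes 3920 without KPC1 V4.

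The settings were also compared after T/P. *Bhlhe41* (0.785 ± 0.0310 CPM in KPC1 TP and 78.3 ± 18.4 in PIP TP; log2 fold 6.77, SE 0.314, adjusted p = 7.40e-24), *Foxc1* (6.49), *Nr2f1* (6.44), *Prrx1* (6.24) and *Six1* (6.03, SE 0.274, adjusted p = 5.36e-24) were higher in PIP TP, followed by *Enah* (5.76), *Zcchc24* (5.74) and *Gkap1* (5.71). The matrix gene *Postn*, which encodes periostin (ENSMUSG00000027750.16, chromosome 3, 54361109 to 54391037), was lower, at 4.35 ± 2.23 against 38.3 ± 4.82 CPM (log2 fold −3.88, SE 0.362, adjusted p = 4.77e-13). The adhesion gene *Chl1* (−3.77), the fatty acid receptor gene *Cd36* (−3.44), *Galnt5* (−3.34), *Csmd3* (−3.23), *Anxa10* (−3.21), the prostaglandin receptor gene *Ptgdr* (−3.18) and *Klhl29* (−3.15) were lower as well, the last with no call from peaks within 3000 bp of a start site alone (−0.85). Those at *Csmd3* (−1.66) and *Ptgdr* (−2.65) ended after thinning with surrogate variables. Of 16993 genes 11932 passed, 8480 higher and 3452 lower, with a median log2 fold over all genes of 1.24, which was 1.77 with median-of-ratios size factors, 1.86 with total counts, 0.52 with GC offsets and 0.64 after thinning.

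*Hox* genes were lower in PIP TP (0 rises and 29 falls of 39, 30 falls adjusted over the list alone; relative median −2.03, camera, adjusted p = 5.86e-10), with *Hoxb1* at −2.07. So were developmental PRC2 targets (17 and 33 of 59; −1.94, adjusted p = 9.28e-05), although *Six1* and *Gata4* (2.52) rose beside falls at *Tbx20* (−2.47) and *Tbx5* (−2.47). Acinar and islet genes (4 and 15 of 24; −2.15, adjusted p = 0.000999) were lower with *Ptf1a* at −2.02 and *Mafb* at −1.63, and immune cell markers (5 and 13 of 27; −1.78, adjusted p = 0.00194) with *S100a9* at −2.34 and *Klrb1c* at 1.66. Thinning with surrogate variables ended these 4 calls, at relative medians of −0.05, −0.24, −0.57 and −0.16, whereas thinning without them ended only that on immune markers (−1.73). *Hox* genes were below other genes in all 4 comparisons of groups. In each, the first group also had the lower mean share of reads in the 1% of peaks with the highest mean. That share was 39.2% in KPC1 V, 31.0% in KPC1 TP, 28% in PIP V and 23.5% in PIP TP. Developmental PRC2 targets, however, were not below other genes in KPC1 TP against KPC1 V (relative median 0.05). Whether the lower share accounts for falls on these lists was not tested. Mesenchymal and EMT genes held 15 rises and 1 fall among 21 (1.21, adjusted p = 0.077), including *Twist2* (5.11), *Zeb2* (5.10) and *Wnt5b* (3.35). RAS-MAPK genes held 13 and 2 among 17 (0.82, also 0.83 with *Phlda1* at its bound, adjusted p = 0.411), with *Epha2* at 2.65. Angiogenic SASP genes held 11 and 0 among 20 (10 and 0 adjusted over the list alone; 0.41, adjusted p = 0.544), with *Fgf1* at 2.75 and *Pdgfa* at 1.84. Interferon genes held 10 and 4 among 18 (0.29, adjusted p = 0.981), with *Tmem173* at 4.37 and *Cgas* at 2.30. NK and antigen presentation genes held 7 and 4 among 18 (−1.14, adjusted p = 0.544), with *Tapbp* at 2.57 and *Ulbp1* at −2.67. Cell cycle genes held 10 and 1 among 16 (0.98, adjusted p = 0.425), with *Cdkn1a* at 1.78 and *Hmga1* at −1.91.

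Proliferation genes held 10 rises and 1 fall among 21 in PIP TP (0.65, adjusted p = 0.358), with *Mcm2* at 2.39 and *Pcna* at 3.52. Duct and epithelial genes held 10 and 10 among 31 (−0.91, adjusted p = 0.23), with *Cldn4* at 2.5 and *Pdx1* at −2.45. Fibroblast markers held 8 and 3 among 15 (0.23, adjusted p = 0.975), with *Col6a3* at 2.87 and *Pdgfrb* at 2.67. Endothelial markers held 7 and 5 among 15 (−0.84, adjusted p = 0.81), with *Flt1* at 2.89 and *Fli1* at −1.68, and housekeeping genes 10 and 0 among 15 (11 and 0 adjusted over the list alone; 0.75, adjusted p = 0.297), with *Gapdh* at 2.54. For the interferon and fibroblast lists the mean lay below the median of all genes while the list median lay above it.

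At pro-inflammatory SASP genes, 9 of 21 were higher and 5 lower in PIP TP than in KPC1 TP (7 and 5 adjusted over the list alone). *Csf1* (7.54 ± 1.77 against 0.720 ± 0.195 CPM; log2 fold 2.83, SE 0.471, adjusted p = 1.23e-06), *Csf3* (2.24), *Ccl5* (2.2, SE 1.01, adjusted p = 0.0488), *Ccl2* (2.08, SE 0.915, adjusted p = 0.0402), *Il12a* (1.9), *Cxcl1* (1.89), *Icam1* (1.78), *Cxcl16* (1.41) and *Tnf* (0.70) were higher. *Il1a* (−2.17, SE 0.322, adjusted p = 1.31e-07), *Il12b* (−1.69), *Il18* (−1.60), *Il1b* (−1.59) and *Cxcl9* (−1.30) were lower. As a set the list did not pass against other genes (relative median −0.43, camera, adjusted p = 0.96). Mean log2 CPM over the list was 2.34 ± 0.204 in PIP TP and 1.64 ± 0.324 in KPC1 TP (exact permutation test, two-sided, p = 0.0286, the smallest the design allows, and adjusted p = 0.114 over 4 comparisons). Of the loci named by the study *Ccl2* and *Ccl5* were higher and *Cxcl10* did not pass (0.25), and 0 of the 3 passed adjusted over the list alone. The call at *Ccl2* ended without KPC1 TP2 (2.01) or TP4 (1.93), that at *Ccl5* without KPC1 TP1 (2.02), KPC1 TP4 (1.95) or PIP TP5 (2.23), and that at *Cxcl1* without KPC1 TP4 (1.69), PIP TP1 (1.99) or PIP TP5 (1.93). GC offsets ended the calls at *Ccl2* (1.66), *Ccl5* (2.07), *Cxcl1* (1.01), *Cxcl16* (0.52), *Tnf* (0.06) and *Cxcl9* (−0.42), and the window of 3000 bp around start sites those at *Ccl5* (2.21), *Csf3* (1.49), *Il12b* (−0.77) and *Tnf* (0.32). Thinning with surrogate variables ended those at *Csf1* (1.56), *Csf3* (0.66), *Il12a* (2.17), *Il1a* (−2.34), *Il12b* (−1.20), *Il18* (−1.31), *Il1b* (−0.91) and *Cxcl9* (−0.15), and thinning without them those at *Il18* (−0.13) and *Il1b* (−0.75). *Ccl20*, *Csf2*, *Cx3cl1*, *Cxcl2*, *Il15* and *Il6* did not pass by edgeR in any of the 4 comparisons of groups, at means of 5.82 CPM or less in each group. In PIP TP against KPC1 TP, *Csf2* (1.31), *Cx3cl1* (1.51) and *Il15* (2.12) passed with DESeq2 and, at 1.38, 1.62 and 2.09, with median-of-ratios factors. With total counts these were 1.48, 1.71 and 2.17, and without surrogate variables 1.27, 2.05 and 1.74, all passing. *Csf2* also passed without PIP TP3 (1.40), *Il15* with GC offsets (2.01) and without PIP TP3 (2.43) or PIP V1 (1.82), and *Cx3cl1* without KPC1 TP1 (1.5), KPC1 V1 (1.07), KPC1 V4 (1.13), PIP TP1 (1.37), PIP TP3 (1.87), PIP TP4 (1.13), PIP V1 (1.41), PIP V2 (1.30), PIP V3 (1.27) or PIP V5 (1.49), and after thinning without surrogate variables (2.85). *Cxcl10* passed with DESeq2 (0.77), with median-of-ratios factors (0.80), with only peaks within 3000 bp of a start site (0.90), with total counts (0.90), without KPC1 TP1 (0.74) and after thinning without surrogate variables (1.10).

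Between the treated groups 113715 of 278563 peaks passed, 51286 higher and 62429 lower in PIP TP, with 109274 changed over 2-fold. Higher peaks lay within 500 bp of a start site in 13.5% of cases and lower peaks in 4.00%, at a median GC content of 52.4% and 47.3%. An intergenic peak (chromosome 12, 73034466 to 73036697) was higher at 10.9 ± 4.92 against 0.0189 ± 0.0327 CPM, and a peak in *Zfp462* (chromosome 4, 54944854 to 54945456) at least 117-fold, from 0 counts in KPC1 TP. An intergenic peak on chromosome 13 (46397960 to 46398476) was at least 36.8-fold lower, at 0 counts in PIP TP. The share of higher peaks (45.1%) was 65.4% with median-of-ratios size factors and 69.9% with total counts, so the balance again turned with the scaling, and it was 48.4% with GC offsets and 69.7% by the study's rule for calls. It also turned without KPC1 V1 (55.7%), KPC1 V4 (54.2%), KPC1 TP1 (56.9%), KPC1 TP2 (56.0%), PIP V1 (50.7%), PIP TP1 (54.3%) or PIP TP3 (52.9%). The count was 72113 without KPC1 TP2, 46362 for peaks of at least 1000 bp, 43052 at a mean count of at least 20 and 4940 after thinning.

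The peak lists called once per condition, which have no replicates and no test, held 99725 peaks in KPC1 V (80.7 Mb, median width 517 bp), 138590 in KPC1 TP (142 Mb, 606 bp), 189962 in PIP V (104 Mb, 355 bp) and 183438 in PIP TP (114 Mb, 404 bp). Of KPC1 V peaks 84.2% overlapped a KPC1 TP peak, and of KPC1 TP peaks 48.0% overlapped a KPC1 V peak. PIP TP and PIP V lists overlapped in 60.1% and 60.6% of their peaks. Of PIP V peaks 45.5% overlapped KPC1 V, and of PIP TP peaks 51.6% overlapped KPC1 TP. All 4 lists covered 20.4% of the 209 Mb covered by any.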

Values the study reported

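The study profiled 87 SASP genes, used 100,000 cells per condition, called peaks at a q of 0.05 and then filtered out those under 1 kb. The pro-inflammatory list used here was fixed without that set of 87 genes. From these samples the paper reported more H3K27me3 in PIP than in culture, globally and at SASP loci. It named *Ccl2*, *Ccl5*, *Ccl7*, *Ccl8* and *Cxcl10*. It also reported that T/P lowered the mark at pro-inflammatory SASP genes in culture but not in the pancreas. It called differential regions at an absolute shrunken log2 fold change above 1 with an adjusted p below 0.05, with 2 to 4 replicates per group.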

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

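The tests of even background, of open chromatin and of other cell types were chosen after the results were seen, as were the spread (largest shift with 1 library left out) and the bootstrap interval that the other tests are read against, while the bounds themselves were kept as written.

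Counts over most genes were higher in PIP than in KPC1, by a median log2 of 1.24 in PIP TP against KPC1 TP and 0.795 in PIP V against KPC1 V. Over all peaks tested the median log2 fold was 0.00123 and 0.129 in these comparisons. More called peaks were lower in PIP (62429 and 14190) than higher (51286 and 9855). A background spread evenly over the genome stays open. Higher peaks lay at start sites 2.46 times as often as tested peaks of the same mean count (13.5% against 5.48%). Those peaks were not matched on GC content, which differed between the settings, so the excess cannot decide on such a background. GC content may account for part of the rise over genes: with GC offsets per library the median over genes was 0.522 and, between vehicle groups, 0.154. Depth stays open, since after thinning to 1763773 reads the median was 0.635 with surrogate variables and 1.73 without them, against a spread of 0.412. Open chromatin stays open as well, with the housekeeping median (1.99) at percentile 50.88 of 10000 matched lists, and at percentile 88.24 between vehicle groups, as does the setting itself, which was not tested apart from these.

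The rise at mesenchymal genes in PIP TP stood at 0.533 relative to all genes. Depth, as the total of reads in consensus peaks, is argued against, since the relative median was 0.673 after thinning and 0.508 after thinning without surrogate variables, with a spread of 0.125. One library as the cause is argued against, since it stayed between 0.408 and 0.645 on leaving out each of the 8 PIP libraries. Other cell types in the sorted cells stay open: 8 epithelial genes with low counts in KPC1 had a median log2 fold of 0.22 with a bootstrap interval from −0.395 to 0.4, which includes both 0 and the mesenchymal median of 0.392. The treatment, which the design names, may be a cause as well and was not tested apart from this value of 0.22.

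The fall at pro-inflammatory SASP genes in KPC1 TP may be shared by genes of like counts: the list's median log2 fold of −0.762 lay at percentile 10.3 of 10000 lists matched on mean count, whose central 95% ran from −0.943 to 0.217. Depth stays open, since the thinned median of −0.757, over the 13 members left, was −0.256 relative to all genes, and the spread was 0.45. After thinning without surrogate variables the median was −0.818, and −0.427 relative to all genes. Treatment as a cause of the fall at single genes was not tested apart from these.

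Of the 35 splits of the 8 PIP libraries, none but the real one gave as many peaks (2174 of 30000 peaks, highest other 342). That is the smallest share of splits the design allows, so it argues against chance but does not exclude it. For genes 2 splits, the real one included, gave as many: the real split gave 3091 and the one with PIP V1, V2, TP1 and TP3 together 3190, so chance could not be excluded, and the split points to a structure of the samples. For PIP TP against KPC1 TP none of the 35 splits but the real one gave as many peaks (12799, highest other 633) or as many genes (12135, highest other 1666), again the smallest share the design allows.

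In 10 of 198 groups of 4 libraries, 1 library stood apart by more than Dixon's 95% critical value for 4 libraries, as chance does in about 1 in 20. In log2 CPM these were *Grem1* in PIP V5 (3.36), *Cpeb3* in PIP TP3 (5.85), *Prrx1* in PIP TP4 (4.24), *St5* in PIP TP4 (3.84), *Chl1* in PIP V3 (−0.0417), *Cd36* in PIP V2 (3.04), *Ccl20* in PIP TP5 (−2.49) and *Cxcl16* in PIP V5 (1.98). The mean of the NK ligand and antigen presentation list (4.18) and that of the housekeeping list (1.76) stood apart in PIP TP4.

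By the test of the interaction in the main fit, the effect of treatment differed between the settings at 27182 peaks and 3594 genes. With a replicate block these were 2256 and 1248, and after thinning with surrogate variables 6879 and 2829. The balance of direction turned with the scaling. Dose and duration of T/P also differed between the settings, so the interaction does not measure the setting alone. Named genes were *Enah* (6.199), *Grem1* (5.926), *Fst* (5.591), *Gxylt2* (5.166), *Cyp1b1* (4.883), *Fmn2* (−4.604), *Gpr149* (−4.548), *Hmga1* (−4.088), *Cdh11* (−4.06) and *Robo2* (−3.86). Pro-inflammatory genes were *Il12a* (1.528), *Il12b* (−1.466), *Il18* (1.273) and *Il1b* (−1.167), and the mesenchymal and EMT list differed by a relative median of 1.13. With the block the calls at these pro-inflammatory genes and on this list ended. Thinning ended those at *Il12a*, *Il18* and *Il1b*.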

How the results depend on the processing

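The replicate block without surrogate variables, thinning with and without surrogate variables, GC offsets and a q of 0.001 were chosen after seeing the data, and a q of 0.01 removed no peak and says nothing. The causes of the changes below were not tested.

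Counts of differential peaks outside 1.5 times those reported were as follows. With a replicate block they were 18397 in KPC1 TP against KPC1 V, 970 in PIP TP against PIP V and 2256 in the interaction, and without surrogate variables as well 13802, 3578 and 5839. Thinned to the same total of reads in consensus peaks they were 13027, 2808, 2185 (PIP V against KPC1 V), 4940 (PIP TP against KPC1 TP) and 6879 (interaction), and without surrogate variables 12960, 9702, 15771, 28288 and 7215. With peaks of at least 1000 bp, which are fewer by construction, they were 28018 in KPC1 TP against KPC1 V, 46362 in PIP TP against KPC1 TP and 16631 in the interaction, and at a mean count of at least 20 they were 43052 in PIP TP against KPC1 TP. Without surrogate variables PIP TP against PIP V had 12760. PIP V against KPC1 V had 59032 without surrogate variables, 60666 with 1, 46910 with only the libraries compared and 38524 with total counts.

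Counts of genes were 548 and 1248 with a block in PIP TP against PIP V and the interaction, 2074 in the former without surrogate variables as well, 9761 and 9580 in PIP V against KPC1 V with total counts and without surrogate variables, and 1545 and 2225 after thinning in PIP V against KPC1 V and PIP TP against KPC1 TP.

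The direction turned for the *Hox* list in PIP TP against PIP V after thinning with surrogate variables (0.242), for developmental PRC2 targets there with a block and no surrogate variables (0.0965) and after thinning with surrogate variables (0.272), for *Cxcl9* there with a block (0.07817), and, with only peaks within 3000 bp of a start site, for *Nek11* in KPC1 TP against KPC1 V (−2.043) and *Il12b* in PIP V against KPC1 V (1.536).

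The replicate numbers were checked as possible pairs: after removal of group means, libraries with the same number correlated with r of 0.0642 and 0.0407 in KPC1 and of 0.117, −0.0608 and 0.0507 in PIP. PIP V1 correlated best with PIP TP3 (0.16). In KPC1 each vehicle library correlated best with the treated library of its own number. With 2 vehicle libraries their deviations mirror each other, so the check cannot decide on pairs in KPC1. The main fit did not treat the numbers as pairs. With the replicate number as a block, the calls on the mesenchymal list in PIP TP against PIP V (0.635) and in the interaction (1.36) no longer passed, nor did those on the *Hox* list (−0.352) and on developmental PRC2 targets (−0.26) in PIP TP against PIP V. With the block and no surrogate variables the *Hox* list did not pass there (−0.0548), while it passed in the interaction (1.01), as did immune markers in PIP TP against PIP V (0.579). Of named genes, with main folds after the block folds, *Ccl2* (−2.733 and −2.792) did not pass with the block in KPC1 TP against KPC1 V. Nor did *Il1a* (−0.4639 and −1.028), *Il18* (−0.4707 and −0.8445), *Cxcl9* (0.07817 and −0.6587), *Arxes1* (−1.251 and −1.872), *Enpp4* (−1.31 and −1.864), *Lin7a* (−1.403 and −1.981) and *St3gal6* (−1.669 and −2.075) in PIP TP against PIP V, or *Il12a* (1.164 and 1.528), *Il12b* (−0.8442 and −1.466), *Il18* (1.81 and 1.273), *Il1b* (−0.502 and −1.167) and *Fmn2* (−2.93 and −4.604) in the interaction. *Cxcl16* passed in the first (−1.769 and −0.856) and *Cxcl9* in the last (1.696 and 0.2011). Without surrogate variables as well *Ccl2* (−2.437), *Il1a* (−0.7196) and *Tnf* (−0.6384) did not pass in the first, *Cxcl9* (−0.3524) in the second and *Il18* (1.092) and *Il1b* (−1.136) in the last.

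Of peak lists, those of at least 1000 bp held 19847 (KPC1 V), 37985 (KPC1 TP), 19580 (PIP V) and 24254 (PIP TP). The share of KPC1 TP peaks in KPC1 V was then 39.626%, of PIP TP in PIP V 56.168%, of PIP V in KPC1 V 67.891% and of PIP TP in KPC1 TP 69.572%. With an overlap of at least 1/2 of the smaller peak the last 3 were 57.325%, 44.107% and 50.662%, and at a q of 0.001 the last 2 were 43.078% and 49.66%.

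Leaving out 1 library gave from 25815 to 51572 peaks in KPC1 TP against KPC1 V, from 11905 to 23438 in PIP TP against PIP V, from 5737 to 41069 in PIP V against KPC1 V, from 72113 to 132422 in PIP TP against KPC1 TP and from 15589 to 29305 in the interaction. Genes ran, in that order, from 3783 to 6411, from 2147 to 3732, from 3920 to 8484, from 10556 to 12595 and from 2757 to 4247. The relative median of the pro-inflammatory list ran from −0.7 to 0.18, −0.177 to −0.0435, −0.926 to −0.0302, −0.437 to −0.121 and −0.28 to 0.354. Its mean level ran from −0.693 to −0.115, −0.342 to −0.181, 0.242 to 0.82 and 0.508 to 0.81. Where KPC1 V is left with 1 library, that library is assumed to vary like those of other groups.

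Apart from leaving out libraries, of calls at named genes 1400 stayed on the same side of the threshold, 56 newly passed, 82 no longer passed and 3 turned, and of those at lists 656, 7, 21 and 3.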
